A study of Mus musculus with 16 samples.

How the data were processed

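Messenger RNA was profiled in 16 libraries of C2C12 cells, an established mouse myoblast line that fuses into myotubes when serum is withdrawn. Per the labels, the cells were PAX7 negative, and poly(A)-selected RNA from 4 lines was sequenced on an Illumina HiSeq instrument. The lines were 2 control populations and 2 clones with a triple knockout (tKO) of the microRNA genes miR-1a-1, miR-1a-2 and miR-206. Each line was sampled in growth medium (GM) and after 3 days of differentiation (DM3), with 2 culture replicates (BR1 and BR2) at each stage. The 4 groups (control GM, tKO GM, control DM3 and tKO DM3) therefore held 4 libraries each, made of 2 lines with 2 cultures. Groups were taken from the sample titles, and table columns were matched to samples by the column name given in each sample's description.

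The authors deposited 1 table of FPKM values (fragments per kilobase of gene length, scaled to the library's total) with 1 column per library, without pooling replicates. The deposited table also gives each gene's length, position and type. The aligner, the counting program, their versions and the annotation release are not stated in the labels or the file header. The table holds 35275 genes, of which 97.8% have an Ensembl identifier in GENCODE mouse release 21 on build GRCm38. Of those, 99.99% lie on the same chromosome, 99.9% overlap the GENCODE gene and 72.3% have the same start and end, so coordinates are given as the table lists them and treated as GRCm38. No sample column was left unmapped. Whether counting used the strand is not stated, so overlapping and antisense genes, and genes with near-identical copies, are uncertain.

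FPKM multiplied by gene length gave whole multiples of a fixed step in each library for 100% of the values above 0, and the step matched the sum of the implied fragments over the listed genes. Fragment numbers were worked out from these steps. Depth was 22642563 to 56585952 fragments per library. A floor of 3 fragments was used for detection. For a gene of 1 kilobase it corresponds to 0.053 to 0.132 FPKM, and it covers counting error only, since fragments without molecular identifiers are not independent molecules. The values are FPKM, so the tests were run on log2(FPKM + 1), and voom on the fragment numbers was an added alternative.

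Genes with a mean FPKM of at least 0.5 over the 16 libraries were kept (11832 genes, 10930 of them protein coding). A group-means model over all 16 libraries was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation (trend and robust) and Benjamini-Hochberg adjustment over all tested genes. Genes with an adjusted p-value under 0.05 were counted. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The contrasts were tKO against control in GM and in DM3, DM3 against GM in each genotype, and the genotype by stage interaction. To look at divergence between lines, the 2 lines of each genotype were compared with stage as a covariate. Tested on simulated data for 11832 genes with 200 changed, the procedure recovered 100% of 4-fold and 97% of 2-fold changes. Its 15 false calls were 7.08% of all calls, above the nominal 5%, which is a limit on every count given. With voom the false calls were 7.48% of all calls. The simulated libraries were independent, with the same relative spread for every gene and no line or culture effects. Changes were placed only in well-counted genes. Recovery and false calls in the real data, where lines and cultures deviate, may therefore be worse.

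Gene sets were scored as each library's mean log2(FPKM + 1). They were 80 nuclear-encoded and 13 mitochondrially encoded subunits of oxidative phosphorylation (OXPHOS), 35 myogenic markers and 45 genes recalled from the literature as reported or candidate miR-1 and miR-206 targets. The numbers are of genes passing the filter, from 84, 13, 47 and 51 listed. The lists were fixed before the data were examined. Only an alias of the miR-206 host transcript, which is in no scored set, was added afterwards. A seed score was the mean of genes with the 8-base site ACATTCCA in the longest annotated 3′ UTR of GENCODE release 21 (482 genes) minus the mean of genes with neither ACATTCC nor CATTCCA (8742 genes), out of 10785 genes with a 3′ UTR. Scores were compared with two-sided exact permutation tests over 70 splits of 4 against 4 libraries, whose smallest possible p is 0.0286, with Benjamini-Hochberg adjustment over 12 tests. limma camera, which asks whether a set moves more than other genes, was run beside them. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

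The labels give the groups the same line and culture numbers but state no pairing, so the main model had no block. The culture number was a replicate block in an alternative, and the pairing comes from the BR number in the titles. Other alternatives, listed before the data were examined, were pseudocount 0.1, no filter or a filter of 5 FPKM, TPM, median-of-ratios and quantile scaling, no trend or robust moderation, only the compared libraries, line as a random effect, line averages as units, a log2 fold change threshold of 1, and leaving out each replicate or line. Voom, the culture number within each stage as a replicate block, and subtraction of chromosome medians were chosen after seeing the data. For named genes the alternatives were only pseudocount 0.1, median-of-ratios scaling, the culture number as a block, line averages and voom. Single libraries were also left out, but no whole line.

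Named genes were chosen by a rule written before the data were examined. It took the deleted loci and their hosts, and for each genotype contrast the 4 genes that rose most and the 4 that fell most. These had to have an adjusted p under 0.05, a mean FPKM of at least 1, an assigned symbol and no overlap between the compared libraries. It also took the key myogenic markers for differentiation, literature targets past the threshold in either genotype contrast, and the 2 genes at each end of the interaction. The no-overlap condition has no direct form for an interaction and was not applied there. The key markers are also given for tKO against control in DM3, which the rule did not ask for. Of the genes the rule selected, 1 is not reported.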

Results

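Gene expression was measured in control and triple-knockout C2C12 myoblasts, before and after 3 days of differentiation, to ask what the miR-206 family does in muscle cells, as the study's title puts it, with regard to mitochondrial and muscle function and to myogenesis. miR-1a-1, miR-1a-2 and miR-206 belong to 1 family of muscle microRNAs that share a seed sequence. Each of the 4 groups held 4 libraries. Depth ranged from 24848686 to 34954079 fragments in control GM, 22642563 to 31378669 in tKO GM, 31834264 to 56585952 in control DM3 and 27714736 to 32102386 in tKO DM3. The 10 most abundant genes took 5.86% to 6.61% of fragments in GM libraries and 9.61% to 11.7% in DM3 libraries.

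Stage separated the libraries most. Across genes, Pearson's r was 0.825 to 0.901 between libraries of different stages, 0.948 to 0.988 between genotypes within a stage, 0.949 to 0.993 between lines of a group and 0.961 to 0.989 between cultures of a line. The first principal component held 70.2% of the variance, the second 8.66% and the third 5.71%. No pair of libraries of the same group agreed within sampling noise, with a chi-square per degree of freedom of 20.6 to 255.9 over 24 pairs. That noise covers counting error only, so the check cannot tell separate cultures from repeat libraries of 1 culture. All 16 were used as separate samples, as the titles label them.

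**Figure D1:**
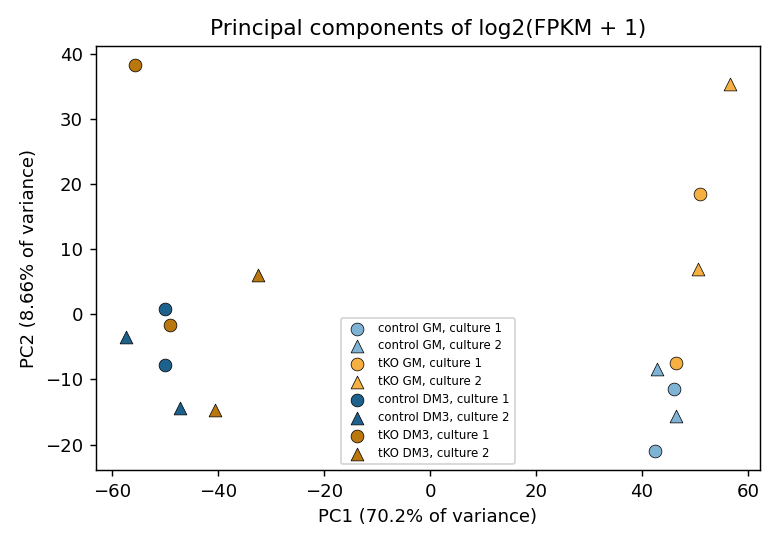
Principal components of log2(FPKM + 1) over 11832 genes, with the first (70.2% of variance) on the x axis and the second (8.66%) on the y axis, where each point is a library, colours give the 4 groups, circles are culture 1 and triangles culture 2. GM and DM3 libraries lie on opposite sides of the first component.

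The deleted genes were examined first. On GRCm38, Mir206 lies on chromosome 1 (20679010 to 20679082) in GENCODE release 21 within Gm28653, a long intergenic noncoding RNA gene that also contains Mir133b. Mir1a-1 lies on chromosome 2 (180389048 to 180389124), with Mir133a-2 beside it (180398379 to 180398482). Mir1a-2 lies on chromosome 18 (10785481 to 10785552), on the opposite strand within Mib1, with Mir133a-1 beside it (10782909 to 10782976). The microRNA genes themselves were not analysed here, so the knockout labels were not checked directly. This host gene of Mir206, listed in the table as mmu-mir-133b (ENSMUSG00000099906, chromosome 1, 20679023 to 20684298), had 59 to 608 fragments in control DM3 and 14 to 152 in tKO DM3. In GM it had 0 to 4 fragments in controls and 0 in every tKO library. In DM3 the difference was -0.56 on the log2(FPKM + 1) scale and did not pass a test that ignores the culture number (two-sided exact permutation p = 0.229, 4 against 4). Its size leans on control line 2, culture 2, at 3.40 FPKM against 0.293 to 0.655 in the other control libraries. The tKO libraries had 0.0957 to 0.926 FPKM. Within culture 1 the difference was -0.41, with both clones below both control lines, and within culture 2 it was -0.71, with overlap. With 2 libraries per arm no test can pass 0.05 within a culture. Mib1 (ENSMUSG00000024294, chromosome 18, 10725548 to 10818704) stood at 9.28 ± 1.07 FPKM (SD, n = 4) in control GM and 9.09 ± 0.949 in tKO GM. In DM3 it stood at 10.4 ± 2.37 in controls and 9.42 ± 3.2 in tKO cells. limma found no difference in either stage (adjusted p = 0.968 and 0.719).

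In growth medium, 244 of 11832 genes differed between tKO and control cells (limma, adjusted p under 0.05), 65 higher and 179 lower in tKO cells. Same-numbered cultures deviated together across genotypes within a stage (mean r across genes 0.218, after centring each group), but not across genotypes between stages (-0.00773). Between stages of 1 genotype, same-numbered cultures had a mean r of 0.2 within a line and -0.186 with the other line. With the culture number as a replicate block the count was 336, and with the culture number within each stage as the block it was 635. The alternatives that moved the count most left out whole lines, with 33 genes without control line 1, 38 without control line 2 and 1315 without tKO clone 2. With line averages as the units, 97 genes passed, and with line as a random effect 233 (consensus correlation within a line 0.0216). The 2 groups did not overlap for 1656 genes (14%), where chance gives 2.86% if all libraries of the stage are exchangeable. Cultures of a line are not, so differences between lines can also raise this share. Across genes, the difference between clone 1 and control line 1 correlated with that between clone 2 and control line 2 (r = 0.531), genes not being independent replicates.

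In DM3, 400 genes differed, 239 higher and 161 lower in tKO cells. The count was 523 with the culture number as a replicate block (mean r of same-numbered cultures 0.187) and 748 with the block set within each stage. It was 131 with line averages as units, 381 with line as a random effect and 113 in a fit of only the 8 compared libraries, of which 51 were higher and 62 lower. With a log2 fold change of at least 1 the balance was also toward lower genes, with 45 higher and 61 lower. The groups did not overlap for 1008 genes (8.5%, against 2.86% by chance if libraries are exchangeable, with the same limit as in GM). The corresponding correlation of line differences across genes was 0.339. The GM and DM3 comparisons shared 76 genes, all changed in the same direction, and the fold changes of the stages correlated across genes with r = 0.434.

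Among the genes that rose most in GM were Aldh1a1, Cdh15 and Gadd45g. Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20601961 to 20643462) rose from 0.255 ± 0.146 FPKM in controls to 21.2 ± 14.5 in tKO cells (SD, n = 4), a log2 change of 3.85 with a standard error of 0.387 and a limma adjusted p of 1.97e-05. The log2 changes of Cdh15 and Gadd45g were 1.47 and 1.40 (limma adjusted p = 0.000589 and 0.0463). Over its alternatives the limma adjusted p of Gadd45g ran from 0.0133 to 0.175, so its call was not stable. The genes that fell most were Kcnj16, Emb, Il1rn and Ntn1, with log2 changes of -3.45, -3.24, -3.12 and -2.87 and limma adjusted p between 2.21e-10 and 5.16e-05. Emb (ENSMUSG00000021728, chromosome 13, 117220625 to 117274098) stood at 8.76 ± 1.09 FPKM in controls and had 0 to 3 fragments in each tKO library. Against the floor of 3 fragments it was at least 149-fold lower.

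In DM3 the largest rises were in Aldh1a1, Aldh1a7, Brinp3 and Adamts1. Aldh1a1 rose from 2.22 ± 0.44 to 65.8 ± 15 FPKM (SD, n = 4; log2 change 4.36, limma adjusted p = 3.38e-06). Aldh1a7 (chromosome 19, 20692953 to 20727562) rose from 0.183 ± 0.0916 to 8.32 ± 5.78 FPKM (log2 change 2.74, limma adjusted p = 0.000553). These 2 genes are neighbouring paralogs, so reads shared between them are a limit on both values. The log2 changes of Brinp3 and Adamts1 were 1.96 and 1.80 (limma adjusted p = 0.00364 and 0.00244). Neither passed with line averages as units. The largest falls were in Emb, Igfbp2, Pdgfrl and Sema3d, with log2 changes of -3.69, -3.56, -3.17 and -2.86 and limma adjusted p between 2.75e-11 and 5.56e-05. Igfbp2 (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) stood at 13 ± 1.55 FPKM in controls and 0.2 ± 0.234 in tKO cells, with 0 to 18 fragments per tKO library.

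To set these counts beside differences between lines of 1 genotype, the 4 libraries of a line were compared with the 4 of the other line. No gene differed between the 2 control populations, with 104 of 11832 genes at an unadjusted p under 0.05. That is a smaller share than the 0.05 that chance gives. Cultures of the same control line deviated in opposite directions (mean r -0.67 in GM and -0.662 in DM3), more than same-numbered cultures of the 2 lines did. The spread within control lines thus hides differences between them, and the 0 cannot show that control lines do not diverge. It also gives no measure of divergence between clones. The 2 tKO clones differed in 124 genes, 71 higher and 53 lower in clone 2, with 2014 genes at an unadjusted p under 0.05. Same-numbered cultures of the 2 lines had a mean r of -0.0998 in control GM, 0.204 in control DM3, -0.0584 in tKO GM and -0.151 in tKO DM3. With the culture number as a replicate block, 157 genes differed between the clones and 0 between the control populations (153 at an unadjusted p under 0.05).

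Differentiation changed most tested genes in both genotypes. In control cells 7272 genes differed between DM3 and GM (2743 higher, 4529 lower), and in tKO cells 7208 (2951 higher, 4257 lower; limma, adjusted p under 0.05). The split depended on scaling. The median change of all genes was -0.15 in control and -0.12 in tKO cells with FPKM as deposited. With median-of-ratios scaling it was 0.0097 and 0.0064, and the calls became 3611 higher and 3631 lower in control cells and 3571 higher and 3587 lower in tKO cells. With the line and culture number together as a replicate block, 8528 genes passed in control and 6178 in tKO cells. A fit of only the compared libraries without a block gave 8293 and 6079, so most of this change came with the smaller fit. Same-line, same-number libraries of the 2 stages deviated together with a mean r of 0.2. Of the genes called, 5985 were shared by the genotypes, 5971 of them in the same direction. The fold changes correlated across genes with r = 0.928 and a slope of tKO on control of 0.935.

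Whether the cells still undergo myogenesis was addressed with a list of 35 myogenic markers. Their mean log2(FPKM + 1) rose from 1.04 ± 0.0959 to 4.52 ± 0.219 (SD, n = 4) in control cells and from 1.05 ± 0.0366 to 4.39 ± 0.562 in tKO cells. In each genotype all 4 DM3 libraries scored above all 4 GM libraries (exact permutation p = 0.0286, the smallest the design allows; 0.0857 after adjustment over 12 tests). Within a stage the genotype differences did not pass the permutation test, with 0.014 in GM (exact permutation p = 0.83; the difference was -0.00047 with TPM) and -0.13 in DM3 (exact permutation p = 0.714). Of the alternatives, leaving out control line 1 turned the DM3 difference to 0.026. Limma camera, which compares the set with other genes, called the set lower in tKO DM3 (adjusted p = 0.0328) and found no shift in GM (adjusted p = 0.651). The rise itself did not differ between genotypes (difference -0.14, exact permutation p = 0.6). In DM3 the 2 cultures went opposite ways. In culture 1 both tKO clones scored above both control lines (difference 0.46), and in culture 2 below both (difference -0.72). With 2 libraries per arm no test can pass 0.05 within a culture. Each arm holds 2 libraries of each culture number, so the culture number as a replicate block cannot change a difference of set scores, and permutations within it allow no p under 0.05. Of the 35 markers, 4 were lower and 0 higher in tKO DM3 with adjustment over all genes. Adjusted over the list alone, 5 were lower and 3 higher.

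Most single markers rose from near or below the floor in GM. In control cells Tmem8c (Myomaker; chromosome 2, 27061636 to 27072179) reached 23.6 ± 5.63 FPKM, at least 271-fold above the floor. Myh3 (chromosome 11, 67078300 to 67102291) reached 12.7 ± 3.87 FPKM, at least 632-fold above it, and in tKO cells 45.1 ± 32.6 FPKM, at least 2050-fold above it (SD, n = 4). The genotype difference of Myh3 in DM3 was 1.47 on the log2 scale and did not pass (limma adjusted p = 0.0511). It passed with the culture number as a replicate block (limma adjusted p = 0.0362, with a range of 0.0133 to 0.16 over its alternatives), the same-number cultures having a mean r of 0.187 in DM3. Ckm rose by 3.48 in control and 3.51 in tKO cells (limma adjusted p = 9.14e-07 and 7.73e-07). In DM3 the genotype difference of Ckm went opposite ways in the 2 cultures. In culture 1 the clones had 23 and 21.8 FPKM and the control lines 15.8 and 9.66, and in culture 2 the clones had 5.5 and 5.47 and the control lines 15.4 and 7.86. Tmem8c had 33.6 and 39.4 FPKM in the clones and 28 and 28.5 in the control lines in culture 1, and 11.7 and 19.1 against 21.3 and 16.8 in culture 2, so its pooled difference also averages cultures that differ. Myog was at 5.96 ± 3.19 FPKM in control DM3 and 13 ± 8.18 in tKO DM3, a genotype difference that did not pass (limma adjusted p = 0.253, with a range of 0.0409 to 0.606 over its alternatives). Myod1 (chromosome 7, 46376474 to 46379092) had 0 fragments in the 4 control GM libraries and 0 to 3 in tKO GM, and it reached 1.9 ± 0.996 FPKM in control DM3 and 2.34 ± 0.879 in tKO DM3 (limma adjusted p of the genotype difference 0.629). The genotype differences of Ckm, Tmem8c and Gm7325 (Myomixer) in DM3 were -0.043, 0.017 and 1.06 (limma adjusted p = 0.971, 0.985 and 0.118, the last with a range of 0.0314 to 0.238 over its alternatives), and that of Tmem8c was -0.0077 with median-of-ratios scaling. Gm7325 had 0 fragments in every GM library. It did not pass for differentiation in control cells, with 1 to 23 fragments in DM3 (limma adjusted p = 0.658). In tKO cells it passed (limma adjusted p = 0.00543), with a mean at least 12.9-fold above the floor of 0.156 FPKM. That mean leans on clone 1, culture 1, at 5.96 FPKM. Clone 1, culture 2, had 1.06 FPKM, and clone 2 had 0.805 and 0.226 in cultures 1 and 2. Mef2c was below the filter, at no more than 0.183 FPKM in any library.

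The genotype effect differed between stages in 30 genes (limma interaction, adjusted p under 0.05), 24 with a higher tKO minus control difference in DM3 than in GM and 6 with a lower one. No lower call was left with pseudocount 0.1 (13 higher, 0 lower) or with voom (20 higher, 0 lower). Median-of-ratios scaling kept both directions (24 higher, 7 lower). The count was 49 with the culture number as a replicate block (mean r of same-numbered cultures 0.218), 36 with line as a random effect, and 1 with line averages as units. At an unadjusted p under 0.05 there were 1278 genes. At the ends of the list were Il1rn (log2 difference of differences 2.31), Notch3 (1.98), Sema3d (-2.60) and Trim72 (-1.54), with limma adjusted p of 0.005, 0.0286, 0.00107 and 0.0193. The sign does not give the size of the effect in a stage. On the log2(FPKM + 1) scale, Il1rn was lower in tKO cells in both stages, with a larger difference in GM (-3.12) than in DM3 (-0.81). Sema3d had its large difference on this scale in DM3 (-2.86), at 0.945 FPKM in tKO against 12.6 in control cells. In GM it was also lower in tKO cells, at 0.0259 against 0.231 FPKM with 0 to 9 fragments per tKO library. The pseudocount compresses differences at such values. Over its alternatives the limma adjusted p of its interaction rose to 0.965. None of these 4 passed with pseudocount 0.1 or with line averages as units. Notch3 went from 11 ± 1.1 to 20 ± 2.73 FPKM in control cells and from 6.32 ± 3.38 to 45.5 ± 3.93 in tKO cells (SD, n = 4).

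Mitochondrial function was addressed with OXPHOS genes. The 80 nuclear-encoded genes scored 5.98 ± 0.148 in control GM and 6.08 ± 0.129 in tKO GM (SD, n = 4), a difference of 0.11 within the spread of the libraries (exact permutation p = 0.343). In DM3 they scored 6.54 ± 0.117 and 6.46 ± 0.198, a difference of -0.08 (exact permutation p = 0.543), which became 0.035 without clone 2. Within cultures 1 and 2 the DM3 differences were 0.041, with overlap, and -0.20, with both clones below both control lines. The GM differences were 0.15 and 0.066, with overlap in each. Limma camera, which compares the set with other genes and takes genes as nearly independent, gave adjusted p of 0.000129 (higher) in GM and 0.00529 (lower) in DM3. With 58 of 80 genes higher in GM and 60 of 80 lower in DM3, no single gene of the set passed under adjustment over all genes or over the list, and 10 of 80 had an unadjusted p under 0.05 in each stage. The 13 mitochondrially encoded genes scored 7.92 ± 0.162 and 8.02 ± 0.0398 in GM (difference 0.10, exact permutation p = 0.314) and 6.97 ± 0.566 and 7.67 ± 0.668 in DM3 (difference 0.70, exact permutation p = 0.171). In DM3 all 13 were higher in tKO cells, and both clones scored above both control lines within culture 1 (by 0.39) and within culture 2 (by 1.01). Across cultures the groups overlapped, with control line 2, culture 2, at 7.77 and the clones of culture 1 at 7.04 and 7.16. None of the 13 passed singly (7 at an unadjusted p under 0.05 in DM3), and camera gave an adjusted p of 7.91e-05. The 13 genes share 1 genome and may move together, so their common direction and the camera value do not count 13 separate observations.

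**Figure D2:**
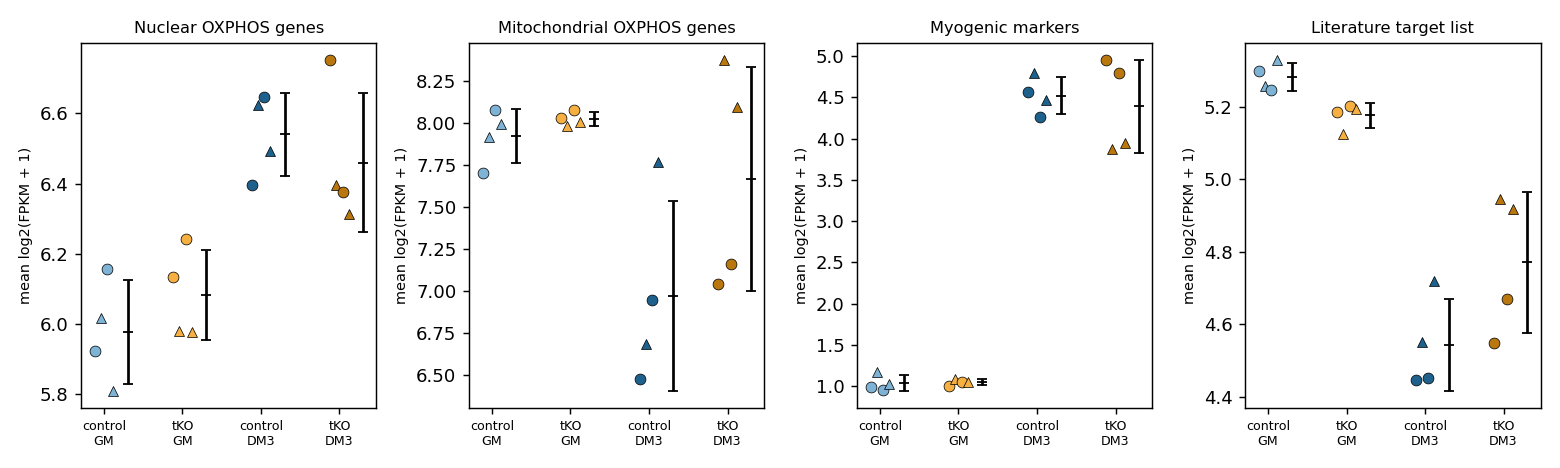
Set scores per library, as mean log2(FPKM + 1) on the y axis by group on the x axis, for nuclear OXPHOS genes, mitochondrially encoded OXPHOS genes, myogenic markers and the literature list of miR-1 and miR-206 targets, with circles for culture 1, triangles for culture 2 and bars for mean ± SD of 4 libraries. In DM3 the tKO libraries of culture 2 lie below the controls for myogenic markers and those of culture 1 above.

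Repression by the deleted family was addressed with its targets. The 45 literature targets scored 5.28 ± 0.0387 in control GM and 5.18 ± 0.0355 in tKO GM, a difference of -0.11 (exact permutation p = 0.0286; 0.0857 adjusted; lower in 4 of 4 tKO libraries). In DM3 they scored 4.54 ± 0.127 and 4.77 ± 0.194, a difference of 0.23 within the spread of the libraries (exact permutation p = 0.143). Within cultures 1 and 2 the DM3 differences were 0.16 and 0.30, and both clones lay above both control lines in each. The change of the difference between stages was 0.33 (exact permutation p = 0.0571). Limma camera gave adjusted p of 0.515 in GM and 2.95e-05 (higher) in DM3. In DM3, 10 targets passed as higher (Anxa2, G6pdx, Gpd2, Lasp1, Mmd, Notch3, Ptma, Smarcd1, Tagln2 and Twf1) and 1, Ccnd2, as lower. Over the alternatives run for named genes the limma adjusted p rose to 0.15 for Anxa2, 0.0877 for Smarcd1, 0.0735 for Gpd2 and 0.0677 for Notch3. It rose to 0.0631 for Twf1, 0.0592 for Ptma and 0.0543 for Lasp1. In these, G6pdx, Mmd, Tagln2 and Ccnd2 stayed under 0.05 in DM3, with limma adjusted p of at most 0.0396, 0.0105, 0.0448 and 0.00634. Fits without a whole line were not among them. Adjusted over the list alone, 15 were higher and 2 lower. The largest rise was that of Mmd (chromosome 11, 90187684 to 90278589), from 12.2 ± 2.11 to 32.3 ± 3.61 FPKM (SD, n = 4; log2 change 1.35, standard error 0.206, limma adjusted p = 0.00106). Ccnd2 fell by 1.55 in DM3 and fell by 2.06 in GM (limma adjusted p = 0.000478 and 2.66e-05). In GM Tagln2 was higher by 0.72 (limma adjusted p = 0.04, with a range of 0.00311 to 0.135 over its alternatives). Among the 10 that rose, Anxa2, Gpd2, Mmd and Twf1 carry the 8-base site. Ptma and Anxa2 are uncertain where reads were shared with near-identical copies.

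Without regard to the literature list, genes with the 8-base site were compared with genes without a site. The site genes and the list overlap, for example in Anxa2, Gpd2, Mmd and Twf1, so the comparisons are not independent. In GM the seed score was -0.27 ± 0.043 in controls and -0.31 ± 0.014 in tKO cells (SD, n = 4; difference -0.037, exact permutation p = 0.257). In DM3 it was -0.51 ± 0.043 in controls and -0.31 ± 0.094 in tKO cells, and all 4 tKO libraries lay above all 4 controls (difference 0.20, exact permutation p = 0.0286; 0.0857 adjusted over 12 tests). The differences within cultures 1 and 2 were 0.15 and 0.24. The difference of the differences between stages was 0.23 (exact permutation p = 0.0286). The shift was graded, with a median change in DM3 of 0.17 for 482 genes with the 8-base site, 0.095 for 764 genes with ACATTCC, 0.072 for 797 genes with CATTCCA and -0.0099 for 8742 genes with none. In DM3, 48 of the 482 genes passed as higher (10%), against 113 of 8742 without a site (1.3%). With the set's median in place of its mean the DM3 difference was 0.15 (exact permutation p = 0.114). Limma camera, which takes genes as nearly independent, gave adjusted p of 0.196 (lower) in GM and 3.7e-09 (higher) in DM3.

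**Figure D3:**
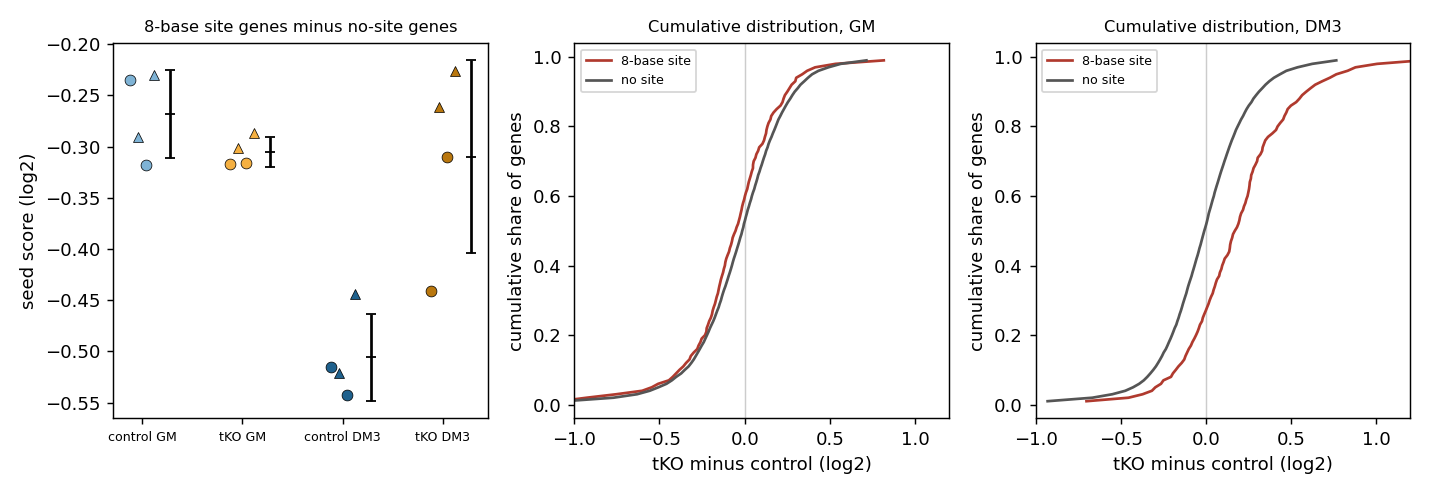
Seed score (log2) of each library by group (circles culture 1, triangles culture 2, bars mean ± SD of 4 libraries), and the cumulative share of genes against the tKO minus control change (log2) in GM and DM3. In DM3 the curve of genes with the 8-base site lies to the right of that of genes without a site, with a median of 0.17.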

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

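The splits of the libraries and the tests of site composition and 3′ UTR length were chosen before the data were examined. The tests of incomplete differentiation, of the order of site types and of genes shared with miR-133 sites were chosen only after the main results were seen.

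In 4 of 115 groups of 4 libraries a single library lay far from the others, where chance gives 5.8. The measure is the gap to the nearest library as a share of the range, set against Dixon's critical value. It was taken on log2(FPKM + 1), while the values below are given in FPKM. Ntn1 in tKO GM was 6.24 FPKM in clone 1, culture 1, against 1.89 to 2.37 in the others (0.834). Brinp3 in control DM3 was 0.539 FPKM in line 2, culture 1, against 0.501 to 0.506 (0.868). In line 1, culture 2, of control DM3, Trim72 was 7.12 FPKM against 4.91 to 5.11 (0.895), and Gm7325 was 0.477 FPKM against 0.0307 to 0.0737 (0.886). That library is the deepest, at 56585952 fragments, and Gm7325 had 23 fragments in it against 1 to 2 in the other 3. The number of such libraries is no more than chance gives, and no biological explanation was tested.

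The seed score differed between the stages in its genotype difference. The change from GM to DM3 ran from -0.28 to -0.21 in the 4 control line and culture combinations and from -0.12 to 0.06 in the 4 tKO ones, a difference of 0.23 (exact permutation p = 0.0286, the smallest the design allows). In DM3 the shift kept 0.954 of its size against genes matched on 3′ UTR length and expression, and 0 of 100 control sites of the same base composition shifted as far. Matched on the differentiation change in control cells, it kept 0.862 of its size. Among genes without a miR-133 site it kept 1.01 of its size. The medians fell in the order of site strength, with 0.0746 between the 8-base site and the next type. In GM the shift of -0.037 went to -0.0178 of its size after matching, and 0.36 of control sites shifted as far, so the GM difference cannot be told apart from site composition and 3′ UTR length. A candidate explanation for the DM3 shift is relief from repression by the deleted microRNAs. With 2 clones it cannot be told apart from divergence between lines, since 1 of the 3 pairings of whole lines is the genotype pairing.

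The genotype effect differed between stages in 30 genes. Of 100 drawn splits out of 648, with the additive genotype effect removed and culture numbers balanced, 3 gave as many genes, the real one included, and the largest other gave 150. The genes at the ends were Il1rn (2.31), Notch3 (1.98), Sema3d (-2.60) and Trim72 (-1.54). Il1rn, Sema3d and Trim72 are near or under 1 FPKM in at least 1 group, where the log scale matters most. With pseudocount 0.1 no call was made for any of the 4, and 13 genes passed in all, 0 of them with a lower difference in DM3. With voom on fragments the value for Sema3d was -0.26, so its difference between stages depended on the scale. The differences between stages of Il1rn and Trim72 may also depend on it. Low values do not apply to Notch3, whose lowest library held 2.35 FPKM, although its call was also lost with pseudocount 0.1. Notch3 was lower in tKO cells in GM (6.32 against 11 FPKM) and higher in DM3 (45.5 against 20).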

How the results depend on the processing

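Voom, the culture number within each stage as a block, and the subtraction of chromosome medians were chosen after seeing the data, and the other alternatives before. The cause of the changes below was not tested. Settings that do not apply to a result, such as line averages for comparisons between lines, gave no value for it. The control sites served as a reference distribution.

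The differentiation counts stayed within 1.5 times their values under each scaling, filter, block and moderation tried and on leaving out single libraries, with exceptions. A log2 fold change of at least 1 gave 2476 in control and 2488 in tKO cells, and leaving out control line 1 or 2 gave 4440 or 4693 in control cells. The genotype counts moved more. With a log2 fold change of at least 1 they were 88 in GM, 106 in DM3, 16 for the interaction and 80 between tKO clones. With a filter of 5 FPKM they were 93 in GM, 231 in DM3 and 42 between clones, and with no filter 41 between clones. Line averages gave 97, 131 and 1 for GM, DM3 and the interaction, while line as a random effect gave 233, 381 and 36. The block by culture number gave 49 for the interaction, and the block within stage 635 in GM and 748 in DM3. Only the compared libraries gave 113 in DM3. The balance in DM3, 239 higher and 161 lower, turned toward lower genes with only the compared libraries (51 higher, 62 lower), with a log2 fold change of at least 1 (45 and 61), and without control line 1 (14 and 35), control line 2 (30 and 34) or clone 2 (528 and 608). Pseudocount 0.1 gave 13 and quantile normalization 51 for the interaction, and quantile normalization 187 between clones.

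Without control line 1 the counts were 33 in GM, 49 in DM3 and 0 for the interaction (314 at an unadjusted p under 0.05). Without control line 2 they were 38, 64 and 1. Without tKO clone 2 they were 1315, 1136 and 101. Without tKO clone 1 they stayed within 1.5 times.

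Leaving out single libraries gave 80 to 749 genes in GM, 208 to 854 in DM3, 6 to 179 for the interaction, 47 to 332 between clones, 6680 to 7021 for differentiation in control cells and 6785 to 7225 in tKO cells. Between control populations it gave 0 throughout, with 99 to 195 genes at an unadjusted p under 0.05. These are fewer genes than chance gives, so the 0 cannot show that the control populations do not diverge.

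No set score passed 0.05 after adjustment over 12 tests, so the changes of set scores given here refer to the unadjusted exact p. The myogenic difference in GM reversed with TPM (-0.00047), a filter of 5 FPKM (-0.0067) and without control line 2 (-0.034), and in DM3 without control line 1 (0.026). The mitochondrially encoded difference in GM reversed without control line 1 (-0.013), the nuclear OXPHOS difference in DM3 without clone 2 (0.035), and the seed difference in GM with matched 3′ UTRs (0.00066). The unadjusted p of the known-target difference in GM rose above 0.05 with the median over the set (-0.051), median-of-ratios scaling (-0.086) or a filter of 5 FPKM (-0.062). That in DM3 fell under 0.05 with median-of-ratios scaling (0.20). That of the seed difference in DM3 rose above 0.05 with the median over the set (0.15), median-of-ratios scaling (0.20) or 7-base sites included (0.15). Limma camera, a test against other genes, gave p of 6.44e-05 and 0.00309 for nuclear OXPHOS in GM and DM3, 3.3e-05 for the mitochondrial and 0.0219 for the myogenic set in DM3, and 9.83e-06 and 0.472 for known targets in DM3 and GM.

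Leaving out single libraries gave, in GM and DM3, 0.051 to 0.17 and -0.18 to -0.032 for nuclear OXPHOS, 0.027 to 0.15 and 0.46 to 0.97 for mitochondrial, -0.015 to 0.059 and -0.32 to 0.042 for myogenic, -0.12 to -0.089 and 0.17 to 0.30 for known targets, and -0.054 to -0.025 and 0.17 to 0.24 for the seed score. The unadjusted p of the seed difference in DM3 was above 0.05 in 4 of the 8. The myogenic rise was 3.40 to 3.57 in control and 3.16 to 3.51 in tKO cells.

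For 53 results on named genes, 634 of 721 comparisons kept direction and side of the threshold, 69 became weaker, 6 stronger and 12 reversed. These comparisons cover the alternatives run for named genes, which leave out no whole line. On leaving out single libraries, the genotype difference of Ckm in DM3 ran from -0.36 to 0.27, that of Tmem8c in DM3 from -0.23 to 0.33, and that of Mib1 from -0.077 to 0.035 in GM and from -0.30 to 0.066 in DM3. Tmem8c was -0.0077 with median-of-ratios scaling. None of these genotype differences passed under any of these settings, although for Ckm and Tmem8c in DM3 the pooled value averages 2 cultures that went opposite ways. Line averages made 13 results weaker and 1 stronger, pseudocount 0.1 made 4 weaker, voom 4, and median-of-ratios scaling 3. Depth limits Gm7325, Myod1 and Myh3, which had 0 to 3 fragments in each GM library.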

Other observations

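The splits of the libraries and the matched sets for OXPHOS genes were chosen before the data were examined. The tests of incomplete differentiation, miR-133 sites, chromosomes, neighbouring genes and Myod1 were chosen only after the main results were seen. The follow-up tests of miR-133 sites were chosen after the first miR-133 result, and the threshold on the chromosome correlations after the correlations were seen. About 20 such tests were run without adjustment across them.

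Of the 18 splits of the 8 libraries that keep 2 cultures of each number in each arm, 1, the real one, gave as many genes in each of the genotype comparisons in GM and DM3 and the differentiation comparisons in control and tKO cells. The smallest share the design allows is 1 in 18, so these splits cannot settle the matter for the genotype comparisons. For differentiation, the real split gave 7272 genes in control cells and any other split at most 1. In tKO cells it gave 7208, against at most 392. Pearson's r was 0.825 to 0.901 between libraries of different stages and at least 0.948 within a stage. These values argue against a chance division of the libraries for differentiation. Of all 35 splits in DM3, 3 gave as many genes as genotype. The split by culture number gave 572 genes, more than the 400 of genotype. A further one, which exchanges control line 2, culture 2, with clone 1, culture 1, gave 887. Culture number and genotype are crossed, so each arm holds both cultures, and the fit with culture as a block gave 523 genes. Of the 3 pairings of the 4 lines, 1, the genotype pairing, gave as many genes in GM and in DM3, and the others gave 0. Between tKO clones, 1 of 8 balanced splits gave as many genes, and between control populations all 8 of 8 gave 0 (104 genes at an unadjusted p under 0.05 in the real one). With fewer such genes than chance gives, the splits of the control populations cannot settle whether these diverge.

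The nuclear OXPHOS differences lie within those of random gene sets matched on length and expression. Of 10000 sets, a share of 0.0836 in GM and 0.154 in DM3 shifted as far from 0, so the differences cannot be told apart from gene length and expression level. The camera results for this set were not tested against such matched sets.

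For the 45 known targets in DM3, a share of 0.0002 of random sets matched on the differentiation change in control cells shifted as far (observed 0.23, random sets -0.058 to 0.13 once the extreme tails on either side are left out). Incomplete differentiation may therefore not account for the shift, although the clones differ from the controls in other ways.

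The deleted genes lie next to genes of the miR-133 family, so sites of miR-133 (GGACCAAA) were tested. In GM the 353 genes with a site did not shift upward (-0.029, exact permutation p = 0.0857), and a share of 0.43 of control sites shifted at least as far. In DM3 they shifted by 0.16 (exact permutation p = 0.0286), beyond all 100 control sites (share 0) and beyond all 96 sites of its own composition (share 0, base composition of the site). The difference between stages was 0.19 (exact permutation p = 0.0286). The shift kept 0.971 of its size among genes without a site of miR-1 and miR-206, 0.941 against genes matched on 3′ UTR length and 0.887 against genes matched on differentiation. A candidate explanation is collateral loss of miR-133 in the tKO cells, by deletion or by loss of a shared transcript. Small RNAs were not analysed here, and divergence of the clones in other respects cannot be told apart from it.

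Changes in the clones clustered by chromosome. The spread of 20 chromosome medians was 0.072 in GM and 0.076 in DM3, against 0.012 for permuted genes in each stage (permutation p = 0.001 in both, the smallest that 1000 permutations can give). The medians correlated across chromosomes between stages with r = 0.971 for clone 1 and 0.952 for clone 2 (permutation p = 0.0001 for both, the smallest that 10000 permutations can give), and with -0.399 between the control lines. For clone 1 the medians in GM and DM3 were 0.27 and 0.29 on chromosome 4, -0.23 and -0.19 on chromosome 5, and 0.27 and 0.23 on chromosome 18. For clone 2 they were -0.14 and -0.11 on chromosome 19, and 0.063 and 0.17 on chromosome 16. Chromosomes 13 and 18, the extremes of the genotype comparison in both stages, moved the same way in both clones. On chromosome 13 the medians were -0.15 and -0.15 for clone 1 and -0.12 and -0.063 for clone 2, and on chromosome 18 they were 0.079 and 0.15 for clone 2. Differences in chromosome copy number between clones and populations may contribute to the genotype counts. DNA was not analysed here, and other chromosome-wide causes would look alike. With chromosome medians subtracted, 226 genes passed in GM, 187 of them among the original 244, and 434 in DM3, 347 of them among the original 400. The seed shift in DM3 was then 0.20 (exact permutation p = 0.0286).

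Within 1 megabase of the deleted genes, 3 of 41 tested genes passed in DM3 (7.3%, against 3.4% of the other genes; Fisher's exact p = 0.16). With so few genes nearby, a concentration of calls there was neither shown nor excluded. Myod1, examined here after its values were seen, had 0 fragments in all 4 control GM libraries but up to 288 fragments in a DM3 library. This value was known before the test and excludes only a gene that is never counted, so a partial loss of reads in GM cannot be told apart from low expression.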
